# Characterization of the intergenerational impact of in utero and postnatal oxycodone exposure

**DOI:** 10.1038/s41398-020-01012-z

**Published:** 2020-09-23

**Authors:** Katherine E. Odegaard, Victoria L. Schaal, Alexander R. Clark, Sneh Koul, Austin Gowen, Jagadesan Sankarasubramani, Peng Xiao, Chittibabu Guda, Steven J. Lisco, Sowmya V. Yelamanchili, Gurudutt Pendyala

**Keywords:** Molecular neuroscience, Neuroscience

## Abstract

Prescription opioid abuse during and after pregnancy is a rising public health concern. While earlier studies have documented that offspring exposed to opioids in utero have impaired neurodevelopment, a significant knowledge gap remains in comparing the overall development between offspring exposed in utero and postnatally. Adding a layer of complexity is the role of heredity in the overall development of these exposed offspring. To fill in these important knowledge gaps, the current study uses a preclinical rat model mimicking oxycodone (oxy) exposure in utero (IUO) and postnatally (PNO) to investigate comparative and intergenerational effects in the two different treatment groups. While significant phenotypic attributes were observed with the two treatments and across the two generations, RNA sequencing revealed alterations in the expression of key synaptic genes in the two exposed groups in both generations. RNA sequencing and post validation of genes using RT-PCR highlighted the differential expression of several neuropeptides associated with the hypocretin system, a system recently implicated in addiction. Further, behavior studies revealed anxiety-like behaviors and social deficits that persisted even in the subsequent generations in the two treatment groups. To summarize, our study for the first time reveals a new line of investigation on the potential risks associated with oxy use during and after pregnancy, specifically the disruption of neurodevelopment and intergenerational impact on behavior.

## Introduction

The widespread abuse of prescription opioids and a dramatic increase in the availability of illicit opioids have created what is commonly referred to as the opioid epidemic^1^. As a particularly vulnerable group, pregnant women are prescribed opioids such as morphine, buprenorphine, and methadone to alleviate pregnancy and postpartum pain, all of which have been shown to cross the placenta^2–4^. Data collected by the Centers for Disease Control and Prevention from a 2008 to 2012 study found that more than a third of reproductive-aged women enrolled in Medicaid (39%) and more than a quarter of those with private insurance (28%) filled a prescription for an opioid pain medication each year^5^. Additionally, postpartum women, regardless of delivery method or pain measurement, commonly receive similar amounts of opioids upon discharge from the hospital^6,7^. The lack of standardization in prescribing patterns of these opioids contributes to a sizable amount of leftover medication, which can lead to nonmedical use of the prescriptions^6,8^. Among the prescription opioids, oxycodone (oxy) has recently emerged as a serious contender for widespread abuse. A postoperative analgesic, oxy has been reported in the literature for postpartum pain or caesarian sections in lieu of morphine drips^9,10^, potentially exposing neonates to this powerful opioid.

Several studies^11^ have been conducted with rodent models to investigate the detrimental effects of gestational opioid use on neurodevelopment of the offspring, but few of these studies consider oxy. Additionally, these prior studies relied on self-administration or continuous release pumps for drug administration, and very few have used oral delivery to mimic the usual route of administering pain medication. Orally-administered analgesics are the most common form of pain relief prescribed after caesarian sections^12,13^, and oral oxy administration has been shown to be safer than and as effective as intravenous administration of other opioids^9,14,15^. Previous oxy studies have shown deficits such as behavioral impairments and disruption in both *OPRM1* and endothelin receptor expression during development in offspring exposed to oxy in utero^16–19^. However, these studies focused primarily on prenatal oxy exposure, leaving a large gap in the knowledge regarding postnatal oxy exposure.

Opiates have been shown to pass into the placenta and act on fetal opioid receptors^2–4^. Opioids also accumulate in the breastmilk^20^. The degree of exposure of an infant to a drug passed through the breastmilk depends on the concentration of the drug in the milk, the amount of milk ingested, and the rate of elimination from the infant^21^. A human study by Seaton et al. showed that oxy is concentrated in the breastmilk, and offspring exposed via the breastmilk may receive <10% of a typical oral therapeutic infant dose (0.1–0.2 mg/kg)^22^. Despite this low dose, infant exposure to oxy via the breastmilk has been associated with sedation, central nervous system depression, and neonatal toxicity^23–26^, and a number of animal studies have also revealed deficits in behavior and development associated with perinatal opioid exposure^17–19,27^. The full extent of postnatal oxy exposure effects is not yet known particularly in regard to central neural synaptic function and gene expression. Further, pre- and postnatal opioid abuse can result in several phenotypic consequences across multiple generations of offspring, despite no previous exposure to drugs^28^. Currently, a gap in knowledge exists regarding the long-term, intergenerational effects of oxy exposure during the perinatal period on future generations.

The present study was performed to determine the intergenerational effects of in utero (IUO) and postnatal oxy (PNO) exposure on development in both the F1 and F2 generations. This study was conducted using a Sprague Dawley rat model our labs have previously established^29^. This model consists of two groups of pregnant F0 dams that had been orally-administered oxy. The first group was treated daily with an oral administration of oxy before, during, and after pregnancy, thereby exposing the F1 pups to IUO throughout fetal and postnatal development. The second group was treated daily with an oral administration of oxy only after giving birth, exposing the F1 pups to oxy postnatally. The F2 generation was descended from the germlines of F1 dams exposed to oxy via the breastmilk or in utero, allowing us to elucidate intergenerational effects. Importantly, both the PNO and IUO groups are clinically relevant^29^. The IUO dams represent women who exhibit chronic opioid use before, during, and after pregnancy, and the PNO group represents children exposed to opioids after their mothers are prescribed medication post-caesarian section. Additionally, the PNO group represents neonates in the neonatal intensive care unit (NICU) that may be exposed to high-dose opiates through infusions. Infants born with heart defects and persistent pulmonary hypertension are exposed to opiates for sedation and analgesia while being supported by extracorporeal membrane oxygenation (ECMO) and mechanical ventilation^30^. Infants may be supported by ECMO for 3 weeks or longer, exposing the newborns to potent opiates for an extended period of time and contributing to the increase in diagnoses of neonatal abstinence syndrome^31,32^. Little is known regarding the implications of these opiate drips and how they may impact neurodevelopment in newborns. Our PNO group provides a high-dose opiate exposure to the pups that is comparable to the high-dose opiate exposure neonates in the NICU experience, establishing clinical relevance for the inclusion of this group in future studies.

The present study uses a holistic integrated systems biology approach to determine the intergenerational effects of pre- and postnatal oxy exposure on development in both the F1 and F2 generations descended from oxy-exposed mothers. Our overall hypothesis was that F0 maternal oxy use and F1 in utero and postnatal oxy exposure result in developmental impairments (physical, molecular, and behavioral) in the F1 offspring that persist in the F2 generation. The comprehensive and systematic approach used in this study allows for thorough research into intergenerational effects of pre- and postnatal oxy abuse, a critical step in closing the knowledge gap surrounding this commonly used opioid analgesic.

## Methods

### Animals

Male and female Sprague Dawley rats were obtained from Charles River Laboratories Inc. (Wilmington, MA, USA) and group housed in a 12 h light–dark cycle and fed ad libitum. The complete number of animals used per group for each experiment can be found in Supplementary Table 1. All procedures and protocols were approved by the Institutional Animal Care and Use Committee of the University of Nebraska Medical Center and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Oxycodone treatment

The treatment paradigm was adapted from our lab’s previous work to include the F2 generation^29^. To elucidate intergenerational effects in the IUO and PNO groups, untreated F1 females (P70) from each condition were mated with male breeders naïve to the experiment (Supplementary Fig. 1). F2 pups were housed with their mothers until weaning (P21). All data presented are from complete litters per condition and include both male and female offspring.

### Phenotypic measurements

Body measurements included weight, body length, and head size circumference and were obtained from the complete litters at P1, P7, P14, and P30. Body mass index (BMI) and Lee’s Obesity Index (LOI) were calculated as described by Novelli et al.^33^.

### RNA-seq and post validation via RT-PCR

Total RNA from nucleus accumbens (NAc) tissue was isolated from the randomly selected male or female pups of each treatment group at P14 using the Direct-Zol RNA kit (Zymo Research, CA, USA). RNA samples were sent on dry ice to LC Sciences (Houston, TX, USA) for sequencing. Transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using a proprietary Perl script of LC Sciences (Houston, Texas, U.S.A.). Following transcriptome reconstruction, FPKM (Fragments Per Kilobase Million) reads were evaluated by StringTie, and differentially expressed genes (DEGs) were evaluated by edgeR. Raw data has been deposited to NCBI’s Gene Expression Omnibus (GEO; accession number GSE157348). Potential hits having ±1.5-fold expression and *p* < 0.05 were validated using relevant TaqMan probes by real-time PCR (RT-PCR). Further analysis into the Hcrt system was similarly done using RT-PCR TaqMan probes. Delta-delta Ct method^34^ was used to calculate fold change and statistical significance.

### Bioinformatic data analyses

Functional relevance of DEGs (up- and downregulated) was evaluated using the Cytoscape plug-in ClueGO^35^. A kappa score level threshold of 0.4 was used to restrict the GO network connectivity with three as minimum and eight as maximum level of the genes in each GO term.

### Behavioral studies

#### Social testing

Social testing consisting of social novelty and social preference were carried out in P60–65 F1 and F2 male and female rats from the different treatment groups using an in-house built chamber. Briefly, a 90 × 40 × 40 cm acrylic chamber was divided into three 30 × 40 × 40 cm compartments. Left and right compartments contained 15 × 15 × 30 cm isolation cubes with evenly-drilled holes spaced 1 cm apart along the entirety of the cube.

To evaluate social novelty, a naive animal of the same sex and of similar age and size was placed into the left isolation cube. A cagemate of the test animal’s housing cage was placed into the right isolation cube. The test animal was placed into the central chamber. For assessing social preference, a new naive rat (not used in social novelty) was placed into the left isolation cube, a rubber toy in the right isolation cube, and the test animal into the central chamber. After 5 min of acclimation, the two doors were lifted and the test animal was allowed to freely explore the entirety of the social chamber for 15 min. Animals were then returned to their housing cages, and the social chamber was cleaned and sterilized.

Scoring for both social tests consisted of the time the animal spent in each chamber, the number of entries into each chamber, and the number of active contacts toward one of the isolation cubes. Entry into a chamber was scored if an animal’s head and all four paws were within the compartment. An active contact was defined as any attempt to sniff, paw, scratch, touch, or stretch toward any of the isolation cubes when inside the compartment containing an isolation cube. Testing was recorded, and recordings were scored manually by scorers blinded to the conditions.

#### Marble burying

Marble burying was tested on all three groups on male and female pups between ages P65 and P70. A rat cage (929 cm^2^, 43.18 × 21.59 × 20.32 cm) contained a leveled 5 cm layer of ¼-inch corncob bedding (Envigo #7097), and 20 standard glass marbles (15 mm diameter, 5.2 g) were lightly placed in a 5 × 4 arrangement along the bedding. The subject was placed into the cage, and the cage was covered for 30 min. The animal was removed, and the marbles were imaged and scored by a scorer blinded to the conditions. A marble was considered buried if more than 2/3 of a marble was under the bedding.

### Data and statistical analyses

All data represented in the paper are reported as mean ± SEM. Data in each analysis were normally distributed. Significant intergenerational differences were computed using two-way ANOVA followed by Tukey’s test with a significance criterion of *p* ≤ 0.05. Main interactions were further analyzed independently within generations using one-way ANOVA followed by Tukey’s test with a significance criterion of *p* ≤ 0.05. Two-way ANOVA was also used for social testing analysis (row factor: chamber; column factor: treatment), followed by Tukey’s test. All variances are listed in Supplementary Statistical Data, sorted by figure number. Data were analyzed using the Graph Pad Prism software (La Jolla, CA, USA).

## Results

### Oxy induces intergenerational developmental differences in exposed pups

To determine whether oxy exposure affects physical development in the PNO and IUO pups, we measured head size, body weight, and body length on postnatal days (P) 1, 7, 14, and 30 in both generations (Fig. 1). Additionally, we calculated the BMI and LOI to estimate obesity and body fat, respectively (Fig. 2). By measuring at these time points, we can assess perinatal development through periadolescence^36^. Additionally, these time points correspond with human aging from infant, young child, childhood, and preadolescence^37^.

**Fig. 1:**
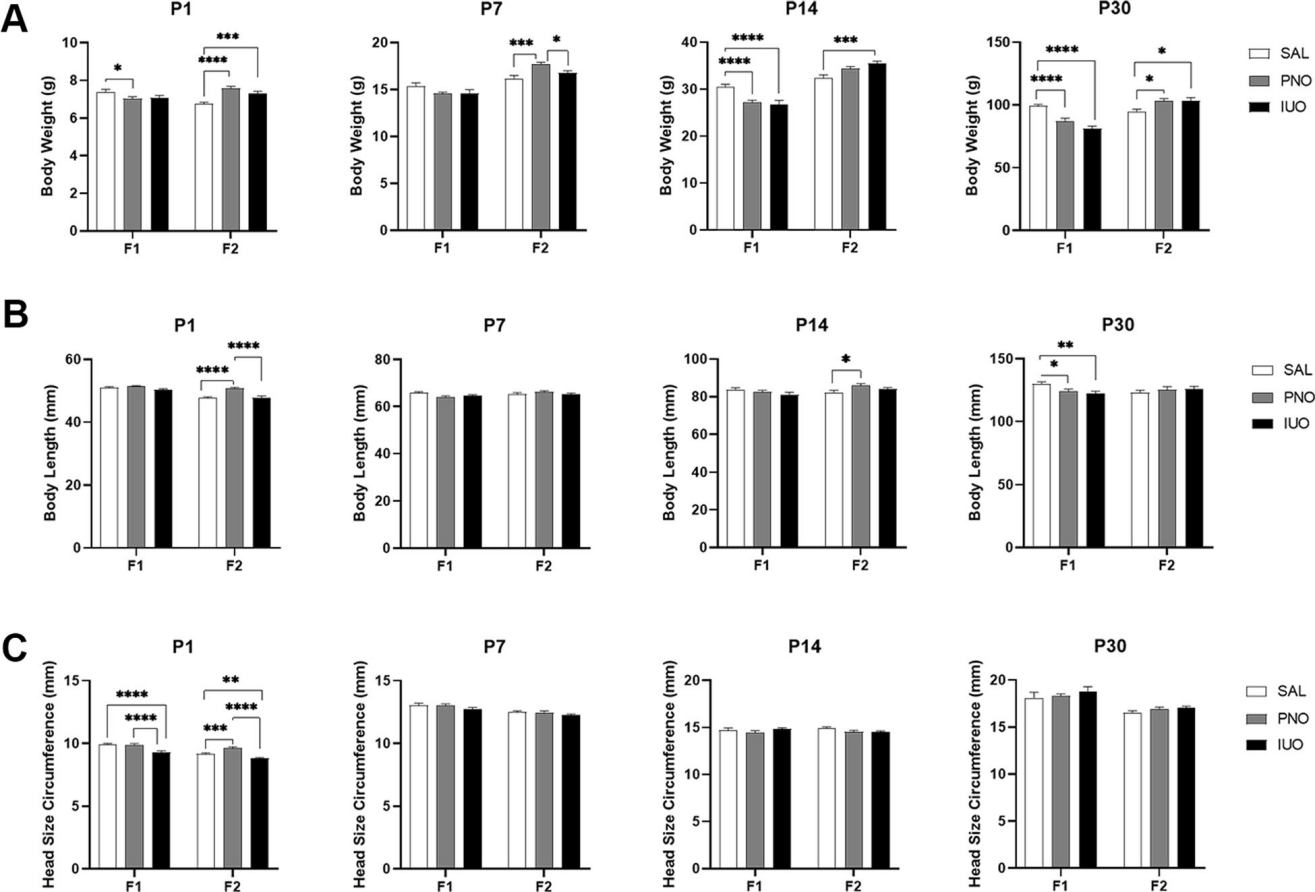
Phenotypic measurements. **a**–**c** Alterations in physical development patterns in both the IUO and PNO offspring as observed through body weight, body length, and head size circumference. *p < 0.05; ***p < 0.001; ****p < 0.0001 as determined by two-way ANOVA followed by a post hoc Tukey’s test.

**Fig. 2:**
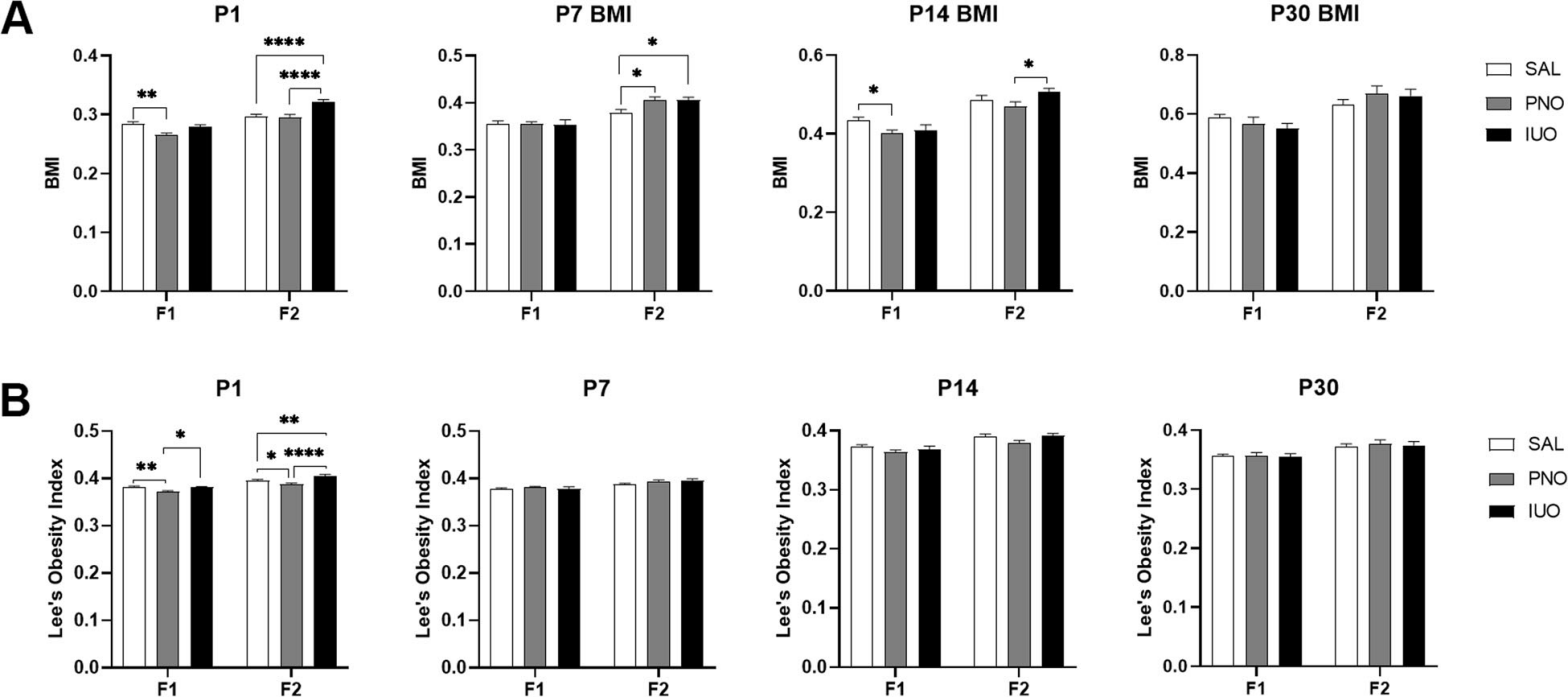
Phenotypic measurements. **a**, **b** Alterations in physical development patterns in both the IUO and PNO offspring as observed through body mass index (BMI) and Lee’s Obesity Index (LOI). *p < 0.05; **p < 0.01; ****p < 0.0001 as determined by two-way ANOVA followed by a post hoc Tukey’s test.

At P1 in the F1 animals, PNO pups weighed less than controls. While there were no differences in F1 weights at P7, a dramatic decline was observed in both PNO and IUO groups at P14 that persisted through P30. Interestingly, F2 PNO and IUO animals showed a significant increase in body weights compared to the saline controls at each time point (Fig. 1a). While no significant changes in body length were seen in the F1 pups at P1, P7, and P14, there was a marked reduction in the body length at P30. In the F2 pups, the PNO offspring had longer body lengths than both the saline and IUO groups at P1 and longer body lengths than controls at P14 (Fig. 1b). Head size circumference was markedly affected in the F1 and F2 IUO offspring at birth while F2 PNO pups had larger head size circumference than both IUO and controls at P1 (Fig. 1c).

BMI and LOI measurements were significantly different in the oxy-exposed groups of both generations. The F1 PNO group had both lower BMI (Fig. 2a) and a lower score on the LOI (Fig. 2b) than the saline and IUO groups at P1, suggesting this group may be underweight. Intriguingly, in the F2 animals, both the BMI (Fig. 2a) and LOI (Fig. 2b) indicated obesity and greater body fat in the IUO at P1. Additionally, while there were no differences in BMI in the F1 P7 animals, the F2 PNO and IUO groups had larger BMI than the controls at P7, indicating obesity (Fig. 2a). At P14, F1 PNO had a lower BMI than the saline controls while F2 IUO had a larger BMI than PNO (Fig. 2a). We did not observe any differences in BMI (Fig. 2a) in either generation at P30.

### RNA-seq identified distinct gene signatures and molecular pathways in the two generations

Based on the significant physical attributes observed at P14 in the F1 and F2 generations, we performed RNA-Seq analysis on the NAc. 

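RNA-Seq libraries of P14 NAc were available for 24 pups, 4 in each of the F1 and F2 saline (SAL), PNO and IUO groups. The IUO pups descended from F0 dams given oxy before, during and after pregnancy, and the PNO pups from dams given oxy only after giving birth. The authors deposited 1 FPKM value per gene and library, which StringTie scales for gene length and for the fragments of the library. The values are rounded, and the smallest value above 0 was 0.01 in every library. The FPKM of a library summed to between 535866 and 766781, and between 4782 and 7532 genes were listed at 0. The number of reads per library is unknown, so no counting error is given. Each comparison used limma on log2(FPKM + 0.1) for the genes with an FPKM of at least 0.1 in 4 or more of its 8 libraries. A gene passed the paper's rule when its unadjusted p was under 0.05 and the group means of FPKM differed at least 2-fold, as in Supplementary Table 2. Fold changes are given as treated over saline, and as IUO over PNO. The paper states that male or female pups were selected at random, and the sex of each pup is not given. The sample labels name no dam or litter either. Oxy was given to dams, and pups of a group may share a dam. Every test here treats pups as independent, so p values and standard errors may be too small if littermates resemble each other.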

The NAc was chosen given its association with the reward pathway. 

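In F1, 279 of 17380 genes tested passed the paper's rule between IUO and SAL, 94 higher and 185 lower in IUO. Between F1 PNO and F1 SAL, 325 of 17494 genes passed, 147 higher and 178 lower in PNO. Between F1 IUO and F1 PNO, 510 of 17306 genes passed, 251 higher and 259 lower in IUO. In F2, 373 of 17097 genes passed between IUO and SAL, 86 higher and 287 lower in IUO. Another 373 of 17367 genes passed between F2 PNO and F2 SAL, 150 higher and 223 lower in PNO. Between F2 IUO and F2 PNO, 308 of 17090 genes passed, 101 higher and 207 lower in IUO. With an FPKM of at least 1 required in 4 or more libraries, the first of these counts fell to 83, the largest move of that count. The share of lower genes under that filter was 45.8% for F1 IUO against SAL, 43.8% for F1 PNO against SAL, 41.8% for F1 IUO against PNO and 49.6% for F2 IUO against PNO, so that lower genes were no longer the majority. It was 66.2% for F2 IUO against SAL and 65.6% for F2 PNO against SAL. With upper-quartile rescaling it was 75.3%, 54.7%, 65.2% and 79.1% for the first 4 of these comparisons in that order, 81.8% for F2 IUO against SAL and 49.9% for F2 PNO against SAL.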

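After Benjamini-Hochberg adjustment of limma's p, 0 genes were under 0.05 between F1 IUO and F1 SAL, where 679 were under 0.05 without adjustment. The count was also 0 between F1 PNO and F1 SAL (2438 unadjusted), F2 IUO and F2 SAL (1452 unadjusted) and F2 IUO and F2 PNO (1208 unadjusted). Between F1 IUO and F1 PNO, 23 genes had an adjusted p under 0.05, 14 higher and 9 lower in IUO. That count was 0, with 2565 genes under 0.05 unadjusted, when thalamus marker genes entered as a covariate, an alternative chosen after seeing the data. The smallest adjusted p was 0.00356, for AABR07066693.1 (ENSRNOG00000047003), with a log2 fold change of -2.51 (standard error 0.190, limma). Between F2 PNO and F2 SAL, 1 gene had an adjusted p under 0.05, Tctn3 (ENSRNOG00000060994, adjusted p = 0.00533 from limma). It was at 1.82 ± 0.499 FPKM (SD, n = 4) in F2 PNO and listed at 0 in all 4 F2 SAL libraries. In other groups it was at 2.82 and 2.04 FPKM in F1 SAL replicates 3 and 4, 1.36 in F1 PNO replicate 1 and 2.07 in F2 IUO replicate 3. Every other library of those groups and of F1 IUO was listed at 0. Tctn3 thus also differed between libraries of the same exposure. Over all genes tested between F1 IUO and F1 SAL, the libraries of the groups did not overlap for 441 genes (2.54%), where chance gives 2.86%. The share was 8.27% for F1 PNO against SAL, 10.5% for F1 IUO against PNO, 5.11% for F2 IUO against SAL, 7.01% for F2 PNO against SAL and 4.74% for F2 IUO against PNO. Among the 279 genes past the rule there, 154 had a mean under 1 FPKM in both groups.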

RNA-Seq analysis showed several up- and downregulated genes among the IUO, PNO, and saline groups in both the F1 and F2 generations (Supplementary Table 2). 

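For the F1 terms of Supplementary Table 3 on neurological system process, forebrain and neural crest development and synaptic transmission, 36 gene and comparison pairs were tested, and 29 passed the paper's rule. Among them, 1 had an adjusted p under 0.05 in limma. That gene was Shc3 (ENSRNOG00000014366), listed under neuron-neuron synaptic transmission, at 24.02 ± 2.86 FPKM (SD, n = 4) in F1 IUO and 10.7 ± 1.83 FPKM (SD, n = 4) in F1 PNO. Its log2 fold change was 1.16 (adjusted p = 0.0468 from limma, and from 0.0395 to 0.322 over the alternatives). For forebrain neuron differentiation between F1 PNO and F1 SAL, the 5 listed genes had log2 fold changes from -2.42 (Otp) to 1.63 (Gbx2), and 4 passed the rule. Gbx2 and Lef1 are also thalamus marker genes, and the mean log2 fold change of the 3 higher genes (Gbx2, Lef1 and Ptger3) fell from 1.47 to 0.16 with the other thalamus markers as a covariate. For regulation of neurological system process between F1 IUO and F1 SAL, the 4 listed genes were all higher in IUO, with log2 fold changes from 1.43 to 3.30. The listed gene Hba1 is read here as Hba-a2, an alpha-globin gene whose level rose with the erythroid gene Alas2 across libraries (r = 0.734, rho = 0.481).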

Using ClueGO analysis (Supplementary Fig. 2; Supplementary Table 3), we found that pathways involved in the regulation of neurological system process, forebrain and neural crest development, and synaptic transmission were affected by the DEGs in the F1 animals. 

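For the F2 terms of Supplementary Table 3 on fear response, development, neuropeptide signaling, digestion and heart rate, 25 gene and comparison pairs were tested, and 13 passed the paper's rule. After adjustment over all genes, 0 had a p under 0.05 in limma, and 13 were under 0.05 unadjusted. For the neuropeptide signaling pathway between F2 IUO and F2 PNO, 4 of the 6 listed genes passed the rule. Agrp was at 1.78 ± 0.971 FPKM (SD, n = 4) in IUO and 0.480 ± 0.164 FPKM (SD, n = 4) in PNO, and its groups did not overlap (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). For fear response in the same comparison, 1 of the 3 listed genes passed, Adcyap1, with a log2 fold change of 1.05. For digestive system process between F2 IUO and F2 SAL, Apoa1, Chrm5 and Slc9a4 passed and were lower in IUO. Aqp1 did not pass, and its 6 highest libraries were the 6 with the most Ttr, a choroid plexus marker. For regulation of heart rate in that comparison, 1 of the 4 listed genes passed, Kcnj2, with a log2 fold change of -1.32. Kcne2, also listed there, is a choroid plexus marker. It had the same 6 highest libraries as Ttr.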

In the F2 animals, we identified pathways involved in fear response, neurodevelopment, cell signaling, digestive processes, and heart rate regulation that were affected by the DEGs. 

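Genes past the paper's rule in F1 were intersected with those past it in F2 for each pair of groups. The number expected for independent genes was taken over the genes tested in both generations. A difference between the generations was tested itself, as an interaction in limma over the 16 libraries of each pair of groups. It gave 0 genes with an adjusted p under 0.05 for IUO against SAL (949 under 0.05 unadjusted), for PNO against SAL (756 unadjusted) and for IUO against PNO (1060 unadjusted). The smallest adjusted p was 0.0532, for IUO against PNO. With a pseudocount of 1, 2 genes passed for IUO against PNO, the largest move of these counts. Across the genes tested in both generations, the F1 and F2 log2 fold changes had a correlation of 0.164 for IUO against SAL, 0.260 for PNO against SAL and 0.201 for IUO against PNO, where genes are not independent replicates.

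**Figure D1:**
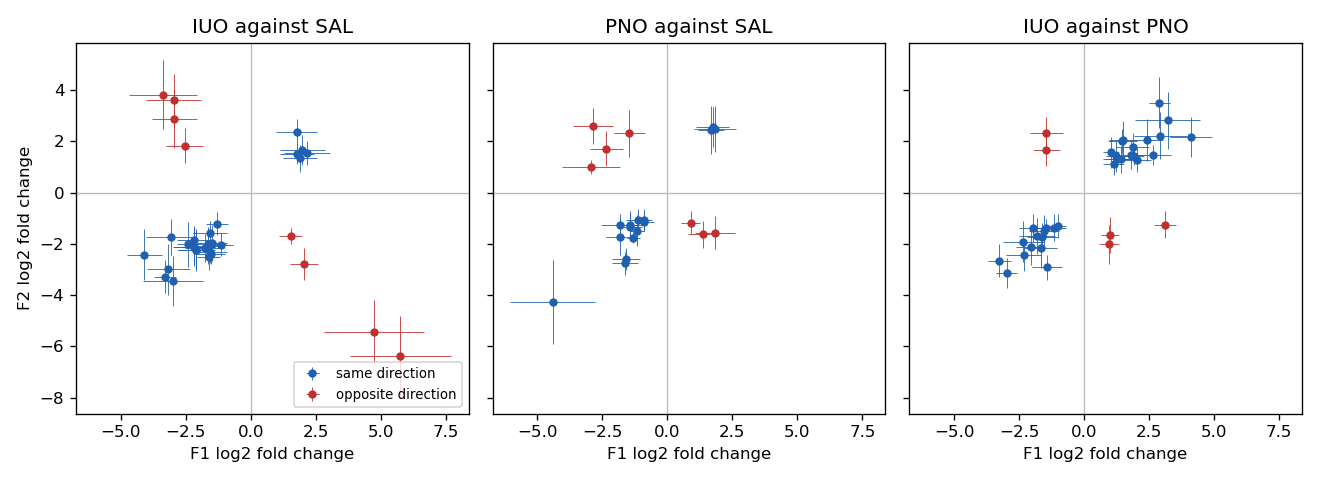
F1 (x axis) and F2 (y axis) log2 fold changes of the genes past the paper's rule in both generations, for the 3 pairs of groups, with standard errors from limma as bars. Blue points changed in the same direction in both generations and red points in opposite directions, with 8 red points for IUO against SAL.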

Further, when comparing the same F1 group comparisons with the F2 comparisons, we found that a number of genes were consistently differentially regulated in both generations (Fig. 3a; Supplementary Tables 4–6). 

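Between IUO and SAL, 34 genes passed the paper's rule in both generations, where 4.90 were expected if genes were independent (one-sided Fisher exact test, p = 3.7e-19). Other splits of the same libraries gave a median of 14 genes and up to 56, and 5 of 64 pairs of splits gave as many. Of these, 26 changed in the same direction and 8 in opposite directions. The genes changing in opposite directions, named after their values were seen, were LOC680227, AABR07039356.2, RF02266, Ddx3, Eif2s3y, AC239701.1, Kdm5d and Rn7sl1. Kdm5d is Y-linked. Its log2 fold change was -2.94 (standard error 0.864) in F1 and 2.87 (standard error 1.15) in F2. The difference of 5.81 between generations (standard error 1.56, interaction adjusted p = 0.924 from limma) fell to 0.69 with the other Y-linked genes as a covariate. With a covariate of all the Y-linked genes, Kdm5d included, in both generations' fits, the number of genes in common fell to 10. That covariate varied with the group, so part of the fall may be lost precision.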

Of the differentially regulated genes in both the F1 and F2 generations of saline compared to IUO, 23 genes were common. 

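Between PNO and SAL, 22 genes passed the paper's rule in both generations, 15 in the same direction and 7 in opposite directions. Independent genes would give 5.77 (one-sided Fisher exact test, p = 8.8e-08), and other splits of the libraries gave a median of 12, with 6 of 64 pairs of splits giving as many. LOC100910882, named after its values were seen, had log2 fold changes of -4.42 (standard error 1.62) in F1 and -4.27 (standard error 1.63) in F2.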

For saline compared to PNO, 15 genes were commonly differentially regulated between the generations. 

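Between IUO and PNO, 36 genes passed the paper's rule in both generations, 31 in the same direction and 5 in opposite directions. Independent genes would give 8.17 (one-sided Fisher exact test, p = 7.2e-14), and other splits of the libraries gave a median of 15, with 3 of 64 pairs of splits giving as many. Lhx5, one of the 36, had log2 fold changes of 1.82 (standard error 0.397) in F1 and 1.48 (standard error 0.574) in F2. Bhmt, another, had log2 fold changes of 1.04 (standard error 0.316) in F1 and 1.56 (standard error 0.608) in F2.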

Lastly, when comparing PNO and IUO, 10 genes were consistently differentially regulated in the F1 and F2 generations.

**Fig. 3:**
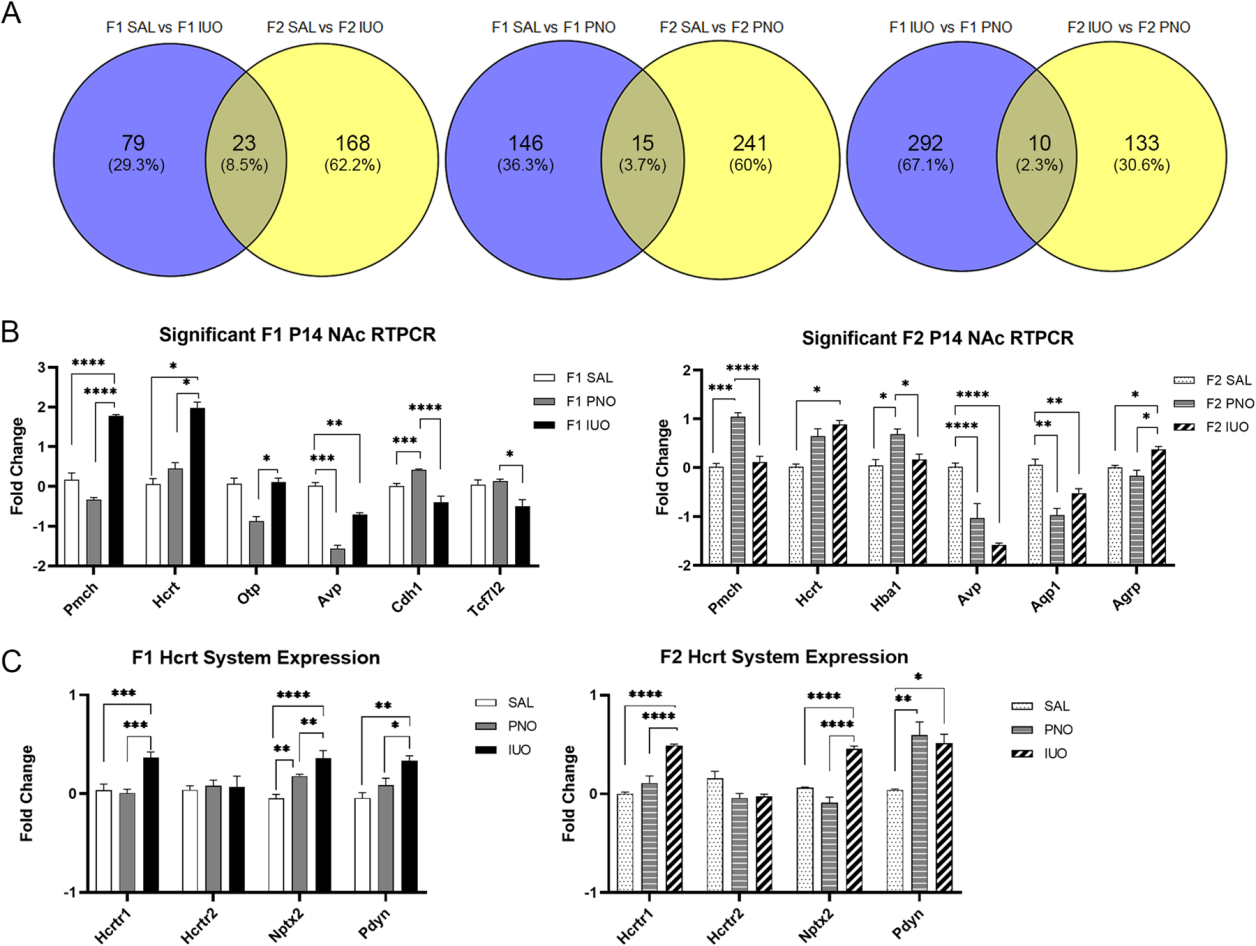
RNA-seq analysis on P14 nucleus accumbens (NAc) of F1 and F2 animals. **a** Venn diagram depicting the total number of genes affected in the comparison of treatment groups of each generation. **b** Of the genes post validated in the F1 NAc samples, *Pmch, Hcrt, Otp, Avp, Cdh1, Oxt*, and *Tcf7l2* were significant. Of the genes post validated in the F2 NAc samples, *Pmch, Hcrt, Hba1, Avp, Aqp1*, and *Agrp* were significant. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 as determined by one-way ANOVA followed by a post hoc Tukey’s test. **c** Further investigation of the hypocretin system neuropeptide expression levels found *Hcrtr1*, *Nptx2*, and *Pdyn* were upregulated in the IUO group of both generations. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 as determined by two-way ANOVA followed by a post hoc Tukey’s test.

Potential hits based on a fold change value of ±1.5 that were involved in behavior and development included a total of 18 and 12 genes in the F1 and F2 generations, respectively (Supplementary Fig. 3). 

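In the F1 libraries, Pmch (ENSRNOG00000004632) was at 13.3 ± 12.8 FPKM (SD, n = 4) in IUO and 0.330 ± 0.143 FPKM (SD, n = 4) in SAL. Its log2 fold change was 3.54 (standard error 1.34, adjusted p = 0.999 from limma), and stayed between 2.72 and 5.09 with each library left out in turn. The groups overlapped, with F1 IUO replicate 1 at 0.09 FPKM, below every SAL library. Pmch no longer passed the paper's rule without F1 IUO replicate 2 or 4, without F1 SAL replicate 4 or with the Y-linked covariate. Hcrt (ENSRNOG00000018892) was at 23.2 ± 21.2 FPKM (SD, n = 4) in F1 IUO and 1.28 ± 0.814 FPKM (SD, n = 4) in F1 SAL. The groups overlapped (exact permutation test, two-sided p = 0.114), with 3 of 4 IUO libraries above every SAL library. Hcrt passed the paper's rule, but not with the Y-linked covariate. Above the widest gap in Kdm5d, a Y-linked gene, were 4 of the F1 SAL libraries and 1 of F1 IUO. Y-linked level and group thus largely went together, and their effects on Hcrt cannot be told apart well. Avp (ENSRNOG00000021229) was at 39.8 ± 23.9 FPKM (SD, n = 4) in F1 IUO, 12.0 ± 11.8 FPKM (SD, n = 4) in F1 SAL and 2.70 ± 1.76 FPKM (SD, n = 4) in F1 PNO. Between F1 IUO and F1 SAL it passed the paper's rule, but not with the Y-linked covariate or with all 24 libraries in one fit. All 4 IUO libraries were above all PNO libraries for Avp, with a log2 fold change of 3.80 (adjusted p = 0.0468 from limma, and from 0.0463 to 0.251 over the alternatives). Across the 24 libraries, Avp rose with hypothalamus marker genes (r = 0.528, rho = 0.633). Oxt and Otp were also higher in F1 IUO than in F1 PNO, with log2 fold changes of 3.77 and 2.81. Cdh1 was lower, with -2.20. Tcf7l2 was higher in F1 PNO than in F1 SAL, with a log2 fold change of 2.02, and its level followed the other 5 thalamus markers across libraries (r = 0.972, rho = 0.962). Of the 15 gene identifiers that match the genes the paper names (Hba-a2 has more than 1), 9 had an adjusted p under 0.05 between F1 IUO and F1 PNO when adjusted over this list alone, and 1 when adjusted over all genes tested. Over the list, 1 passed between F2 IUO and F2 SAL. The count was 0 between F1 IUO and F1 SAL (6 unadjusted), F1 PNO and F1 SAL (6 unadjusted), F2 PNO and F2 SAL (4 unadjusted) and F2 IUO and F2 PNO (2 unadjusted). Most of the list was chosen by the paper from these libraries.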

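In the F2 libraries, Pmch was at 9.97 ± 13.1 FPKM (SD, n = 4) in IUO, 5.11 ± 7.38 FPKM (SD, n = 4) in PNO and 0.480 ± 0.382 FPKM (SD, n = 4) in SAL. It passed the paper's rule between PNO and SAL, with a log2 fold change of 2.52, and not between IUO and SAL. Hcrt was at 8.57 ± 6.39 FPKM (SD, n = 4) in F2 IUO and 1.43 ± 0.761 FPKM (SD, n = 4) in F2 SAL, and did not pass (exact permutation test, two-sided p = 0.143). Hba-a2 (ENSRNOG00000029886) was at 54.3 ± 24.2 FPKM (SD, n = 4) in F2 IUO and 13.1 ± 5.27 FPKM (SD, n = 4) in F2 SAL, with no overlap of the libraries. Its closest libraries were at 21.67 FPKM in F2 IUO and 20.98 FPKM in F2 SAL. Its log2 fold change was 1.97 (adjusted p = 0.251 from limma). Another Hba-a2 identifier, ENSRNOG00000047321, had a log2 fold change of 1.66 (standard error 0.573) in F2. Its groups overlapped, with F2 IUO replicate 2 at 5.61 FPKM and F2 SAL replicate 1 at 12.37 FPKM. It passed the paper's rule between IUO and SAL in both generations, while ENSRNOG00000029886 did not pass in F1. Aqp1 had a log2 fold change of 0.87 between F2 IUO and F2 SAL, and this rested on 1 library, without which it was -0.31. From the differential expression of Pmch, Hcrt and Avp, the paper proposes that these genes may contribute to the differences between the F1 and F2 offspring.

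**Figure D2:**
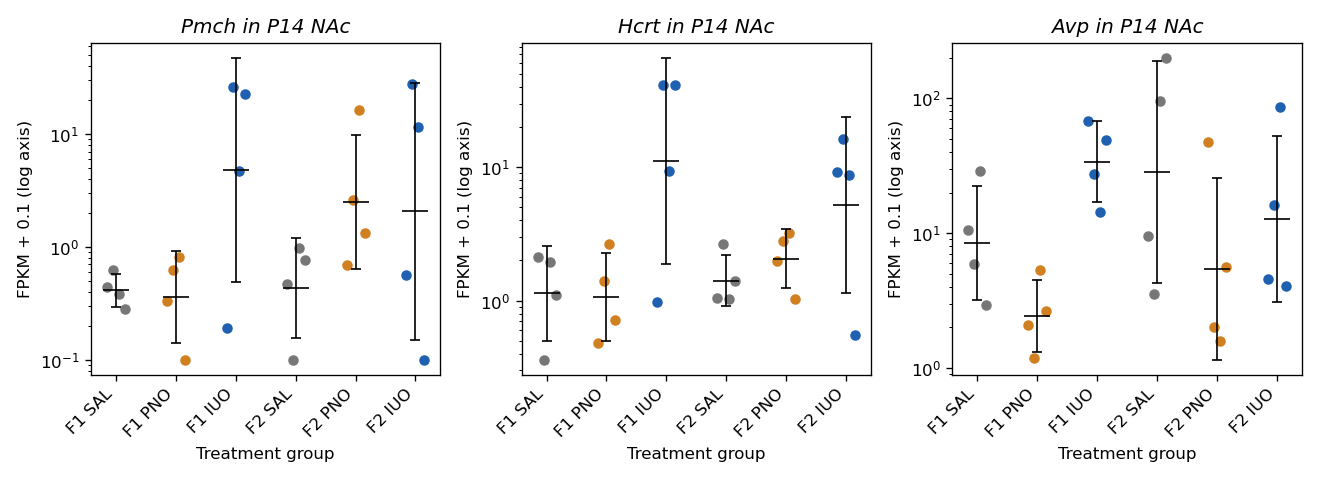
FPKM + 0.1 of Pmch, Hcrt and Avp on a log axis in each P14 NAc library, by treatment group, with the mean and SD of the log2 values as bars. Of the 4 F1 IUO libraries, 3 lie above every F1 SAL library for Hcrt.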

Post validation of these hits using RT-PCR resulted in six genes successfully post validated in the F1 and F2 generation (Fig. 3b). Interestingly, of the genes that were post validated in both F1 and F2, *Pmch, Hcrt*, and *Avp* were significant in both generations. *Hcrt* and *Avp* also had similar expression trends among the experimental groups in both F1 and F2. Intriguingly, the F1 IUO had significantly higher expression of *Pmch* compared to both groups, while the PNO had significantly higher expression in the same F2 comparison. These three genes are important in behavior and development and, based on their differential expression, may contribute to the differences observed between the F1 and F2 offspring.

Because the hypocretin (*Hcrt*) expression trends were the same in both generations, we sought to further investigate this system (Fig. 3c). We found that *Hcrtr1* expression was significantly higher in the IUO group in both generations. *Nptx2*, a protein expressed in orexin neurons, was also highly expressed in IUO compared to PNO and controls in both generations. In the F1 generation, the PNO also high a higher expression of *Nptx2* compared to controls. Further, *Pdyn*, the precursor for dynorphin (an inhibitory neuropeptide co-released with hypocretin), showed higher expression levels in IUO than both PNO and controls in the F1 generation; both IUO and PNO offspring had higher levels of *Pdyn* than controls in the F2 generation.

### Behavioral deficits continue in the next generation of oxy-exposed pups

Early life insults can significantly impact developmental and behavioral outcomes exhibited during adulthood. Based on our RNA-seq data that highlighted several genes associated with behavioral responses, we examined if oxy exposure induces intergenerational behavioral deficits during adulthood in both IUO and PNO pups. Accordingly, we performed social interaction and marble burying tests in adult animals (P60–70).

In the F1 generation, social novelty tests revealed no significant differences in social interactions of the PNO and IUO groups (Supplementary Fig. 4). However, in the F2 generation, IUO offspring spent more time with the cagemate than the PNO group and less time with the naïve animal than both the control and PNO groups (Fig. 4a). Although not significant, the IUO demonstrated a higher tendency to enter the cagemate chamber than the other two groups (Fig. 4a). Additionally, when considering the number of contacts with the naïve animal, the IUO displayed fewer contacts with the naive animal (Fig. 4a), suggesting a social deficit and hesitancy to spend more time with or interact with the unknown animal. Similar to the F1 social novelty test results, F1 social preference tests revealed no significant differences in social interactions exhibited by the PNO and IUO groups (Supplementary Fig. 4). In the F2 social preference task, IUO animals spent less time with the naive animal than did either of the other groups (Fig. 4b), and IUO had more contacts with the toy than had either the PNO or control animals, further suggesting social deficits in the F2 generation.

**Fig. 4:**
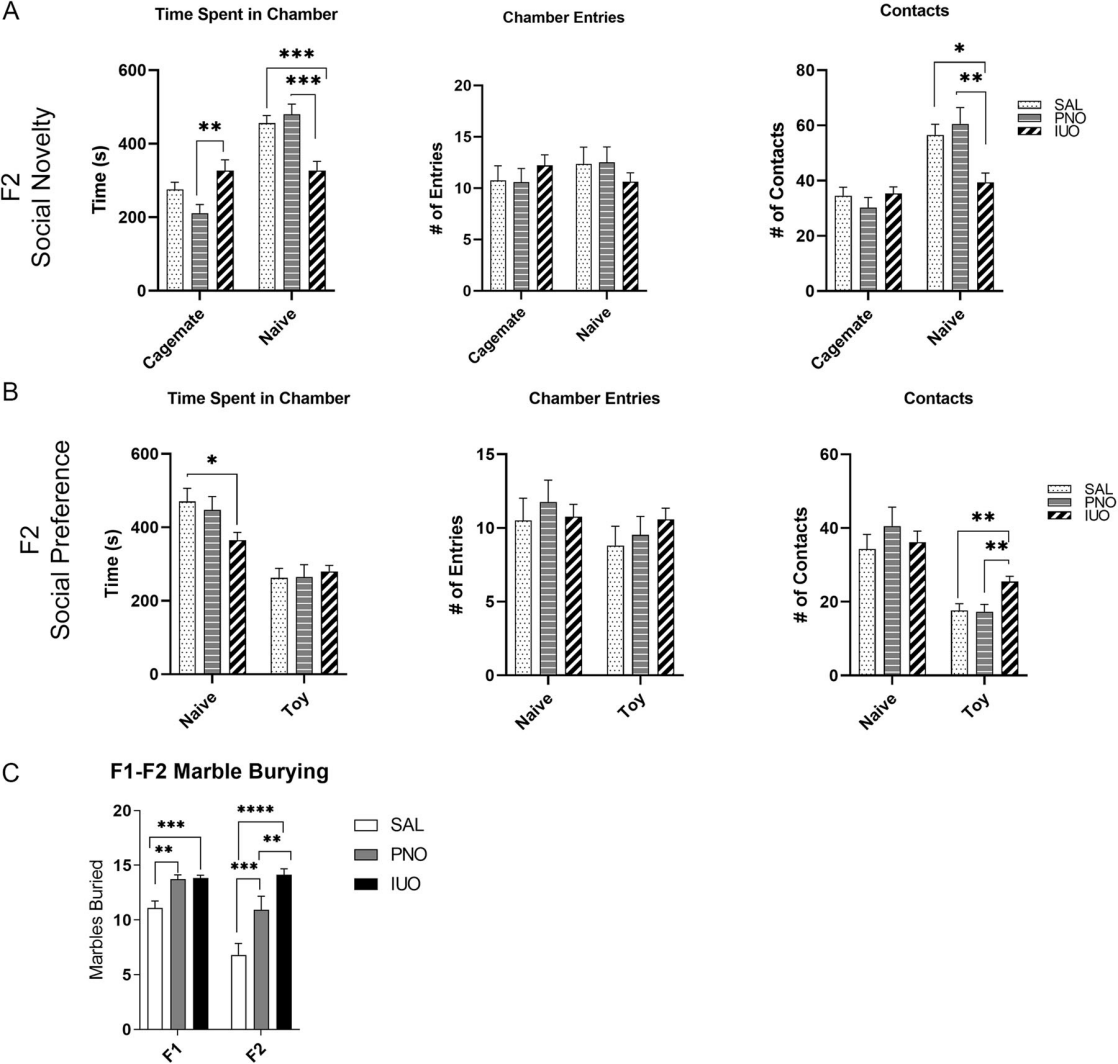
Behavior tests. **a** F2 social novelty testing revealed that IUO offspring spent less time with naive animals and more time with the cagemate than the other groups. IUO also had fewer contacts with the naïve animal. **b** F2 social preference testing showed IUO spent less time with the naive animal than the other groups, and IUO had more contacts with the toy than did the other groups. *p < 0.05; **p < 0.01; ***p < 0.001 as determined by two-way ANOVA followed by a post hoc Tukey’s test. **c** Marble burying tests in both generations showed increased burying activity in the PNO and IUO groups. **p < 0.01; ***p < 0.001; ****p < 0.0001 as determined by two-way ANOVA followed by a post hoc Tukey’s test.

Marble burying tests, which measure repetitive stereotypy, compulsive behaviors, and anxiety-like behavior^38^, showed that both the PNO and IUO groups in both generations buried more marbles than the controls, suggesting heightened anxiety and compulsivity in these animals (Fig. 4c). Interestingly, IUO animals in the F2 group buried more marbles than the PNO, suggesting that the F1 IUO exposure may result in more pronounced intergenerational anxiety and compulsive behaviors than F1 PNO exposure. In summary, in utero and postnatal oxy exposure can significantly alter behavioral outcomes that persist into the next generation.

## Discussion

The model system and dose of oxy (15 mg/kg) used in our study mimicked a chronic prescription opiate-dependent woman during gestation and parturition. This dose has been shown to be well-tolerated in animals and mimic development of chronic analgesia in human subjects experiencing breakthrough pain^39,40^. A gap in knowledge exists regarding the implications of how perinatal oxy exposure may impact neurodevelopment in newborns and affect long-term adult behaviors in an intergenerational manner. Intergenerational transmission of traits and phenotypes results from direct exposure of the F0 parent and F1 offspring to a stressor^41^, such as oxy. When the oxy exposure occurs in utero, as in the IUO group, the F1 fetus and its germlines are directly exposed. Additionally, when exposed via the breastmilk, which occurs in both the PNO and IUO groups, the germlines are also exposed. The exposure of the germ line within the F1 offspring results in an intergenerational transmission to the F2 generation. Studying the intergenerational effects of oxy exposure in utero and postnatally can highlight the long-term adverse consequences that extend beyond the mother into future generations.

Opioid use during pregnancy has been associated with smaller head sizes, lighter birthweights, and shorter body lengths in newborns^42–46^. Our data dovetail with this trend, showing that in utero oxy exposure affects birthweight, body length, and head development. A rat study using prenatal exposure to morphine yielded similar results, with offspring during the preweaning period having a lower body weight as well as a reduction in brain and cerebellar weights and widths^47^. Similarly, a study using buprenorphine showed delayed offspring development, decreased body weight, decreased body length, and lower pain sensitivity^48^. In our F1 generation, body length appeared to be delayed at P30 when compared to controls. Interestingly, the F2 PNO pups, specifically, had longer bodies at P1 and P14, but all F2 body lengths were comparable at P30. As for head size, decreased head size and body weight have been reported in a study of NICU neonates^49^. In our study, IUO head size circumference in both generations was smaller compared to controls at P1; head size circumference was comparable to controls at the remaining time points, however.

With regard to weight, in utero morphine exposure has also been shown to produce weight deficits that persisted in rats through adulthood^50^, much like what we observed in the F1 PNO and IUO groups. Eriksson and Ronnback showed that rats exposed to prenatal morphine treatment not only had lower birthweights than controls but also gained less weight than controls until P19^51^. In our study, F1 PNO and IUO pups appeared to maintain the weight deficit through P30 and did not approach weight levels comparable to saline controls. Our study also identified differences in BMI and LOI during early development. Intriguingly, IUO and PNO in the F2 generation had heavier body weights at all time points compared to controls. Additionally, while the F1 generation trended toward lower BMIs early in development, the F2 generation had higher BMI scores. In other studies considering underweight mothers and the weight gain of their offspring, maternal undernutrition improves the metabolic health of the next generation^52^ and can lead to weight gain and obesity in the next generation^53^, much like what we observed in our overweight F2 generation compared to their underweight F1 mothers.

After post validation of our RNA-seq results, the upregulation of *Hcrt* in the IUO groups of both generations led us to investigate the expression of key genes in the hypocretin system. Hypocretins are involved in arousal, but they are also involved in drug addiction and reward-related behaviors^54^. Hypocretin activation of Hcrtr1 is critical for morphine withdrawal, and NAc activation during withdrawal is dependent on Hcrtr1 function^55^. Not only do our data show an increase in *Hcrt* expression in IUO pups of both generations, which is associated with acute opiate withdrawal^56,57^, but the expression of *Hcrtr1* in the NAc is also increased significantly in the IUO, further suggesting these IUO pups may be experiencing acute withdrawal. Additionally, Nptx2, which regulates the clustering of AMPA receptors at the synapse, has been shown to increase following opiate withdrawal^58^. The IUO animals in both generations exhibited an increase in *Nptx2* expression, again suggesting withdrawal in these animals. Lastly, our IUO animals had higher levels of *Pdyn* expression in both generations. Chronic exposure to drugs of abuse results in the upregulation of the dynorphin (*Dyn*)/KOR system, and this system has been shown to contribute to psychiatric disorders such as anxiety, depression, and addiction^59,60^.

In addition to highlighting the hypocretin system, our RNA-seq data also highlighted several genes associated with behavioral responses; therefore we sought to investigate the impact of IUO and PNO exposure on social behaviors. In human studies, prenatal opioid exposure has been associated with increased social problems and difficulty with sociability^49,61^. In our social novelty and preference tasks, we did not observe any significant differences in social behaviors among the F1 groups; however, the F2 IUO group appeared to exhibit deficits in social interaction behaviors. In the literature, conflicting results exist regarding the impact of in utero and postnatal opioid exposure on social behaviors in animal models. In one study of prenatal exposure to buprenorphine, methadone, and morphine, social interactions in exposed rats were impaired, similar to what has been reported in human studies^62^. In contrast, other studies have shown that prenatal morphine exposure increased social behaviors and resulted in less social avoidance^63,64^. Differences in results may be due to different experimental designs, such as behavior chambers and scoring or the dosing schedule of the animals. For example, many reported behavioral tests for prenatal opioid exposure studies have tested social interaction and play behavior in open chambers where the animals can interact freely^62–64^. Our social preference and novelty tests used a three-chambered apparatus that did not allow for free interaction or play between the test rat and the cagemate or naive animal. As for treatment differences, both Hol et al. and Niesink et al. treated rats with morphine during the last week of gestation and showed increased play behavior in the offspring^63,64^. Najam and Panksepp, however, showed that early postnatal treatment causes a delay in achieving control levels of play behavior in rats^65^. Our treatment paradigms started prior to mating and continued until weaning (IUO) or started only after giving birth and continued until weaning (PNO). Alterations in rodent behavior post treatment may depend on the stage of development at which the offspring are exposed to treatment, and social problems resulting from intrauterine^49^ or adolescent^36^ exposure may resolve with age. Our social behavioral tests occurred during young adulthood (P60–65), so perhaps any existing social deficits returned to baseline by the time of testing. 

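In the NAc libraries of F2 pups, Avp was at 27.5 ± 39.1 FPKM (SD, n = 4) in IUO and 76.9 ± 91.8 FPKM (SD, n = 4) in SAL. The difference was smaller than the spread between pups (exact permutation test, two-sided p = 0.543). The log2 fold change was -1.16 (standard error 1.36, adjusted p = 0.797 from limma), and ranged from -2.16 to -0.22 with each library left out in turn. In F2 PNO, Avp was at 14.1 ± 22.4 FPKM (SD, n = 4). The difference of the IUO effect on Avp between generations was -3.16 on the log2 scale (standard error 1.67, interaction test in limma, adjusted p = 0.924).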

The antisocial behavior exhibited by the F2 IUO animals may be attributed to the downregulation of *Avp* highlighted in our NAc RNA-seq and post-validation data. AVP systems have been shown to modulate social behaviors in rats^66^, and blocking AVP receptors resulted in significantly decreased investigation of novel objects^67^. Therefore, the regulation of *Avp* and its effects on social behavior in the context of perinatal opioid exposure may be an important avenue of study for future work.

In addition to social behaviors, we investigated compulsive and anxiety-like behaviors using marble burying tests in both generations. In our study, both the PNO and IUO groups in F1 buried more marbles than the control group, suggesting the presence of anxiety-like and obsessive-compulsive phenotypes. This pattern persisted into the F2 generation, demonstrating intergenerational effects of maternal opioid exposure on subsequent generations. Importantly, the hypocretin system has been implicated in anxiety disorders^68^. Hcrtr1 antagonists have been shown to attenuate anxiety-like behaviors^69^. Further, Hcrtr1 activity is anxiogenic, while Hcrtr2 activity is anxiolytic^70^. The increased expression of *Hcrt* and *Hcrtr1* may contribute to the anxiety-like behaviors exhibited by both generations. Further, prenatal exposure to morphine and methadone has been shown to increase anxiety-like behaviors in light–dark transition and elevated plus-maze tests in both male and female rats^62^. Additionally, Rohbani et al. found that parental morphine exposure affected compulsive grooming and anxiety-like behaviors through marble burying in the offspring^71^. In the case of the F2 IUO, the F1 germ line that would produce F2 was directly exposed, contributing to the intergenerational effect we saw on anxiety-like behavior in this group. In a study using marble burying to assess autism-like and anxiety-like behaviors, increased marble burying occurred in F1, F2, and F3, suggesting that these behaviors may exist through transgenerational epigenetic inheritance^72^. Our F2 animals exhibited the same anxiety-like behaviors as the F1 animals; thus, extension of this study to F3 may elucidate whether transgenerational inheritance is involved in this behavioral phenotype. It is important to note that, while the number of marbles buried in the F1 oxy-exposed groups was roughly similar, the F2 IUO buried significantly more marbles than the F2 PNO, suggesting the IUO may be the more severely impacted of the two groups.

Overall, our study is the first to identify intergenerational effects of pre- and postnatal oxy exposure on development and behavior, thus prompting caution, as both routes of exposure can lead to developmental deficiencies that may persist into the next generation.

## Supplementary information

Supplementary Legends

Supplemental Statistical Data

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

# Supplementary material for: Characterization of the intergenerational impact of in utero and postnatal oxycodone exposure
**Source:** Transl Psychiatry. 2020 Sep 23;10:329. doi: 10.1038/s41398-020-01012-z
**Supplement:** Supplementary file 1 — Supplementary Legends

**Supplementary Figure 1.** Schematic of dosing procedure for IUO and PNO dams and oxy exposure of F1 and F2 generations.

**Supplementary Table 1.** Complete list of animal numbers used in each group per experiment. Pups were also taken from these groups at different time points for other studies being done in parallel, hence the decrease in animal numbers over time.

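The RNA-Seq libraries correspond to the NAc RNA-Seq entries of this list, with 4 pups per group and generation at P14.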

**Supplementary Statistical Data.** Word document containing the variance values for each statistical test. The values are listed in order of each figure number, including supplementary.

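Each tab of this table compares a pair of groups and gives the FPKM of every library, the ratio of the group means, an unadjusted p and an adjusted value per gene. The paper's ratios are saline over treated, and IUO over PNO. The paper's gene lists compared here were taken from the tabs of its generational comparison tables, since the copy of this table that was available is shortened. Of the genes past the rule in limma, 59 were among the paper's 102 genes for F1 IUO and SAL, 111 among its 161 for F1 PNO and SAL, and 257 among its 302 for F1 IUO and PNO. In F2, 128 were among the paper's 191 genes for IUO and SAL, 165 among its 256 for PNO and SAL, and 92 among its 143 for IUO and PNO.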

**Supplementary Table 2.** Differential gene expression in the Nucleus Accumbens of PNO, IUO, and control animals in F1 and F2 generations. Group comparisons are split into separate tabs.

**Supplementary Figure 2.** RNA-seq analysis on P14 Nucleus Accumbens (NAc) of F1 and F2 animals. A) Clue-Go pie charts depicting affected biological processes in F1 and F2 generations resulting from differential gene expression between groups. Results are shown as the percent of genes per group. Asterisks represent the group term p-value of each category. **p < 0.001.

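ClueGO groups biological process terms by the genes they share, and the table lists the genes found for each term. Enrichment was also tested with the GO terms that the authors' files assign directly to genes, over 12 term and comparison pairs with at least 5 tested genes. The background was the tested genes with a GO term. ClueGO had already reported these terms from the same libraries, and the adjustment over 12 pairs does not cover that choice. The Fisher tests take genes as independent and do not allow for libraries that differ in tissue content. For neuropeptide signaling pathway between F2 IUO and F2 PNO, 8 of the 75 genes passed the paper's rule, where 0.990 were expected (one-sided Fisher exact test, Benjamini-Hochberg adjusted p = 7.6e-05). Of all 35 splits of these libraries, 12 gave as many genes past the rule as the real split, which is 1 of them. The enrichment itself was not tested over these splits, so its p does not show an effect of exposure. For forebrain neuron differentiation, 3 of 11 genes passed between F1 IUO and F1 PNO (adjusted p = 0.0122). Between F1 PNO and F1 SAL, 2 of 11 passed (adjusted p = 0.0395). The remaining pairs had adjusted p of 0.104 or more.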

**Supplementary Table 3.** ClueGo analysis of biological processes affected by differential gene expression in the Nucleus Accumbens. Group comparisons are split into separate tabs.

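The genes in common between the F1 and F2 comparisons of saline and PNO are listed with the FPKM and fold changes of both generations. In the paper's own values, 12 of the 15 common genes changed in the same direction in both generations and 3 in opposite directions. Of the 15, 2 were also among the genes past the rule in both generations in limma.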

**Supplementary Table 4.** Generational comparison of Nucleus Accumbens gene expression in saline and PNO groups of F1 and F2 generations. Common genes from group comparisons across the generations are listed in the “gene” tab.

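In the paper's own values for saline and IUO, 13 of the 23 common genes changed in the same direction in both generations and 10 in opposite directions. Of the 23, 12 were also past the rule in both generations in limma, among them Slc9a4, Asb15 and Kdm5d.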

**Supplementary Table 5.** Generational comparison of Nucleus Accumbens gene expression in saline and IUO groups of F1 and F2 generations. Common genes from group comparisons across the generations are listed in the “gene” tab.

**Supplementary Table 6.** Generational comparison of Nucleus Accumbens gene expression in IUO and PNO groups of F1 and F2 generations. Common genes from group comparisons across the generations are listed in the “gene” tab.

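In the paper's own values for IUO and PNO, 9 of the 10 common genes changed in the same direction in both generations and 1 in the opposite direction. Of the 10, 5 were also past the rule in both generations in limma, namely AABR07015080.2, Bhmt, Lhx5, RF00100 and Tmem54.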

**Supplementary Figure 3.** A) Heatmap showing the complete list and expression of genes post-validated in F1 NAc. B) Heatmap showing the complete list and expression of genes post-validated in F2 NAc.

**Supplementary Figure 4.** A) During the social novelty test, F1 animals in each group had no significant differences in time spent in each chamber, number of chamber entries, or number of contacts with the naïve or cagemate animals. B) During the social preference test, F1 animals in each group had no significant differences in time spent in each chamber, number of chamber entries, or number of contacts with the naïve animal or toy.

# Supplementary material for: Characterization of the intergenerational impact of in utero and postnatal oxycodone exposure
**Source:** Transl Psychiatry. 2020 Sep 23;10:329. doi: 10.1038/s41398-020-01012-z
**Supplement:** Supplementary file 2 — Supplemental Statistical Data

Supplemental Statistical Variances

Variances for each test were as follows.

**Figure 1A:** Body weight variances for each time point as assessed by two-way ANOVA were: P1 Generation (G): *F*_(1,398)_ = 0.1576, *P* = 0.6915; Treatment (T): *F*_(2,398)_ = 2.187, *P* = 0.1136; Interaction (I): *F*_(2,398)_ = 16.83, *P* < 0.0001; P7 G: *F*_(1,317)_ = 79.98, *P* < 0.0001; T: *F*_(2,317)_ = 1.445, *P* = 0.2373; I: *F*_(2,317)_ = 8.854, *P* = 0.0002; P14 G: *F*_(1,255)_ = 156.8, *P* < 0.0001; T: *F*_(2,255)_ = 0.6749, *P* = 0.5101; I: *F*_(2,255)_ = 19.22, *P* < 0.0001; P30 G: *F*_(1,151)_ = 41.50, *P* < 0.0001; T: *F*_(2,151)_ = 2.407, *P* = 0.0936; I: *F*_(2,151)_ = 21.03, *P* < 0.0001.

**Figure 1B:** Body length variances for each time point as assessed by two-way ANOVA were: P1 G: *F*_(1,390)_ = 42.05, *P* < 0.0001; T: *F*_(2,390)_ = 13.42, *P* < 0.0001; I: *F*_(2,390)_ = 5.077, *P* = 0.0067; P7 G: *F*_(1,322)_ = 3.119, *P* = 0.0784; T: *F*_(2,322)_ = 0.9494, *P* = 0.3881; I: *F*_(2,322)_ = 2.978, *P* = 0.0523; P14 G: *F*_(1,255)_ = 3.485, *P* = 0.0631; T: *F*_(2,255)_ = 1.615, *P* = 0.2009; I: *F*_(2,255)_ = 4.069, *P* = 0.0182; P30 G: *F*_(1,151)_ = 0.3937, *P* = 0.5313; T: *F*_(2,151)_ = 0.9907, *P* = 0.3737; I: *F*_(2,151)_ = 4.318, *P* = 0.0150.

**Figure 1C:** Head size circumference variances for each time point as assessed by two-way ANOVA were: P1 G: *F*_(1,390)_ = 52.68, *P* < 0.0001; T: *F*_(2,390)_ = 34.75, *P* < 0.0001; I: *F*_(2,390)_ = 3.774, *P* = 0.0238; P7 G: *F*_(1,322)_ = 28.16, *P* < 0.0001; T: *F*_(2,322)_ = 3.421, *P* = 0.0339; I: *F*_(2,322)_ = 0.1174, *P* = 0.8893; P14 G: *F*_(1,255)_ = 0.005627, *P* = 0.9403; T: *F*_(2,255)_ = 1.702, *P* = 0.1844; I: *F*_(2,255)_ = 1.038, *P* = 0.3556; P30 G: *F*_(1,151)_ = 19.36, *P* < 0.0001; T: *F*_(2,151)_ = 0.9286, *P* = 0.3973; I: *F*_(2,151)_ = 0.1185, *P* = 0.8883.

**Figure 2A:** BMI variances for each time point as assessed by two-way ANOVA were: P1 G: *F*_(1,390)_ = 73.48, *P* < 0.0001; T: *F*_(2,390)_ = 10.70, *P* < 0.0001; I: *F*_(2,390)_ = 7.846, *P* = 0.0005; P7 G: *F*_(1,322)_ = 55.74, *P* < 0.0001; T: *F*_(2,322)_ = 2.186, *P* = 0.1141; I: *F*_(2,322)_ = 2.548, *P* = 0.0799; P14 G: *F*_(1,255)_ = 78.02, *P* < 0.0001; T: *F*_(2,255)_ = 3.602, *P* = 0.0287; I: *F*_(2,255)_ = 2.688, *P* = 0.0699; P30 G: *F*_(1,151)_ = 26.58, *P* < 0.0001; T: *F*_(2,151)_ = 0.2094, *P* = 0.8113; I: *F*_(2,151)_ = 1.682, *P* = 0.1894.

**Figure 2B:** LOI variances for each time point as assessed by two-way ANOVA were: P1 G: *F*_(1,390)_ = 86.75, *P* < 0.0001; T: *F*_(2,390)_ = 15.51, *P* < 0.0001; I: *F*_(2,390)_ = 3.144, *P* = 0.0442; P7 G: *F*_(1,322)_ = 31.56, *P* < 0.0001; T: *F*_(2,322)_ = 1.936, *P* = 0.1459; I: *F*_(2,322)_ = 1.129, *P* = 0.3246; P14 G: *F*_(1,255)_ = 32.31, *P* < 0.0001; T: *F*_(2,255)_ = 3.346, *P* = 0.0368; I: *F*_(2,255)_ = 0.5747, *P* = 0.5636; P30 G: *F*_(1,151)_ = 16.14, *P* < 0.0001; T: *F*_(2,151)_ = 0.1138, *P* = 0.8925; I: *F*_(2,151)_ = 0.1001, *P* = 0.9048.

Because different genes were selected for post-validation in each generation, NAc genes were assessed separately in each generation by one-way ANOVA.

**Figure 3B:** F1 variances were: *Pmch* *F*_(2,7)_ = 203.8, *P* < 0.0001; *Hcrt* *F*_(2,7)_ = 7.502, *P* = 0.0182; *Otp* *F*_(2,7)_ = 5.603, *P* = 0.0352; *Avp* *F*_(2,7)_ = 26.43, *P* = 0.0005; *Cdh1* *F*_(2,7)_ = 57.70, *P* < 0.0001; *Tcf7l2* *F*_(2,7)_ = 5.563, *P* = 0.0358. F2 variances were: *Pmch* *F*_(2,14)_ = 25.60, *P* < 0.0001; *Hcrt* *F*_(2,14)_ = 4.099, *P* = 0.0397; *Avp* *F*_(2,14)_ = 40.38, *P* < 0.0001; *Hba1* *F*_(2,14)_ = 6.736, *P* = 0.0089; *Agrp* *F*_(2,14)_ = 7.297, *P* = 0.0067; *Aqp1* *F*_(2,14)_ = 10.51, *P* = 0.0016.

HCRT system gene expression between the generations was assessed with two-way ANOVA.

**Figure 3C:** *Hcrtr1* G: *F*_(1,21)_ = 4.022, *P* = 0.0580; T: *F*_(2,21)_ = 46.06, *P* < 0.0001; I: *F*_(2,21)_ = 2.342, *P* = 0.1208; *Hcrtr2* G: *F*_(1,25)_ = 0.1087, *P* = 0.7443; T: *F*_(2,25)_ = 0.6011, *P* = 0.5560; I: *F*_(2,25)_ = 1.323, *P* = 0.2843; *Nptx2* G: *F*_(1,23)_ = 0.08795, *P* = 0.7695; T: *F*_(2,23)_ = 56.78, *P* < 0.0001; I: *F*_(2,23)_ = 9.824, *P* = 0.0008; *Pdyn* G: *F*_(1,23)_ = 8.327, *P* = 0.0083; T: *F*_(2,23)_ = 5.499, *P* = 0.0112; I: *F*_(2,23)_ = 2.743, *P* = 0.0854.

Variances for social testing were assessed separately in each generation by two-way ANOVA.

**Supplementary Figure 4A:** F1 social novelty variances in time spent in each chamber were Chamber (C): *F*_(1,112)_ = 37.01, *P* < 0.0001; Treatment (T): *F*_(2,112)_ = 0.03170, *P* = 0.9688; Interaction (I): *F*_(2,112)_ = 1.014, *P* = 0.3660. Chamber entry variances were C: *F*_(1,112)_ = 0.6977, *P* < 0.4053; T: *F*_(2,112)_ = 3.284, *P* = 0.0411; I: *F*_(2,112)_ = 0.06349, *P* = 0.9385. Contact number variances were C: *F*_(1,112)_ = 24.34, *P* < 0.0001; T: *F*_(2,112)_ = 0.9495, *P* = 0.3900; I: *F*_(2,112)_ = 0.3385, *P* = 0.7135.

**Supplementary Figure 4B:** F1 social preference variances in time spent in each chamber were Chamber (C): *F*_(1,168)_ = 12.34, *P* = 0.0006; Treatment (T): *F*_(2,168)_ = 0.1620, *P* = 0.8506; Interaction (I): *F*_(2,168)_ = 0.9647, *P* = 0.3832. Chamber entry variances were C: *F*_(1,168)_ = 0.04244, *P* = 0.8370; T: *F*_(2,168)_ = 1.835, *P* = 0.1628; I: *F*_(2,168)_ = 0.04769, *P* = 0.9534. Contact number variances were C: *F*_(1,168)_ = 27.38, *P* < 0.0001; T: *F*_(2,168)_ = 0.2952, *P* = 0.7448; I: *F*_(2,168)_ = 0.3294, *P* = 0.7198.

**Figure 4A:** F2 social novelty variances in time spent in each chamber were C: *F*_(1,116)_ = 51.82, *P* < 0.0001; T: *F*_(2,116)_ = 1.285, *P* = 0.2806; I: *F*_(2,116)_ = 15.03, *P* < 0.0001. Chamber entry variances were C: *F*_(1,116)_ = 0.3805, *P* = 0.5385; T: *F*_(2,116)_ = 0.008232, *P* = 0.9918; I: *F*_(2,116)_ = 1.221, *P* = 0.2987. Contact number variances were C: *F*_(1,116)_ = 38.99, *P* < 0.0001; T: *F*_(2,116)_ = 3.525, *P* = 0.0326; I: *F*_(2,116)_ = 6.893, *P* = 0.0015.

**Figure 4B:** F2 social preference variances in time spent in each chamber were C: *F*_(1,120)_ = 49.30, *P* < 0.0001; T: *F*_(2,120)_ = 1.551, *P* = 0.2162; I: *F*_(2,120)_ = 3.107, *P* = 0.0484. Chamber entry variances were C: *F*_(1,120)_ = 2.040, *P* = 0.1558; T: *F*_(2,120)_ = 0.4941, *P* = 0.6114; I: *F*_(2,120)_ = 0.4373, *P* = 0.6468. Contact number variances were C: *F*_(1,120)_ = 45.34, *P* < 0.0001; T: *F*_(2,120)_ = 1.393, *P* = 0.2523; I: *F*_(2,120)_ = 2.126, *P* = 0.1238.

**Figure 4C:** Lastly, the variances for marble burying as assessed by two-way ANOVA were Generation: *F*_(1,179)_ = 20.25, *P* < 0.0001; Treatment: *F*_(2,179)_ = 37.05, *P* < 0.0001; Interaction: *F*_(2,179)_ = 8.404, *P* = 0.0003.

How the deposited data were processed for this re-analysis (not part of the article)

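NAc RNA from 24 P14 rat pups was sequenced, 4 pups in each of 6 groups (saline, PNO and IUO in F1 and in F2). The authors deposited FPKM values per gene, made by StringTie after the transcriptomes of all samples were merged, and these were not rescaled between libraries. The paper's text names edgeR for differential expression, which needs counts, and counts were not analysed here. The number of reads per library is unknown, so counting error and the smallest detectable level are not given. A value of 0 is described as listed at 0. The paper's text does not name the aligner or the genome build, and the files give no gene positions.

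Each comparison used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 0.1). Genes needed an FPKM of at least 0.1 in 4 or more of the 8 libraries compared. The paper's rule is an unadjusted p under 0.05 with at least a 2-fold ratio of mean FPKM, as found in its Supplementary Table 2. Its methods give 1.5-fold for the potential hits taken to RT-PCR. Adjusted p values are Benjamini-Hochberg values over the genes tested. Tests are two-sided unless stated. Genes in both generations were compared with the hypergeometric expectation by a one-sided Fisher exact test. Differences between generations were tested as interactions. Single genes were also tested by exact permutation of 4 against 4 libraries over 35 splits. Correlations over the 24 libraries used 100000 permutations. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

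The procedure was tested on simulated data with the spread of the F1 IUO and F1 SAL libraries. The changed genes were drawn from those with a mean log2(FPKM + 0.1) above 0, and the noise was normal and independent between genes. Of 200 genes changed by 2 on the log2 scale, 183 (91.5%) were recovered at an adjusted p under 0.05, with 6 false calls. This share does not hold for genes at lower FPKM, for smaller changes or for libraries that differ in tissue or sex. It does not show that genes without an adjusted p under 0.05 were unchanged. With no change simulated, 282 genes passed the paper's rule and 0 had an adjusted p under 0.05.

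Genes were named by a rule set before the data were examined. It took every gene the paper names from the RNA-Seq, its common lists, its term lists, marker genes of tissues and sex chromosomes, and the 3 genes per comparison with the smallest p among those past the rule whose groups did not overlap. Of these, 40 gene and comparison pairs were followed through the alternatives, a selection made after values were seen to keep the list short. For other named genes, no result under an alternative is given.

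The alternatives set before the data were examined were a pseudocount of 1, no filter beyond a value above 0, an FPKM of at least 1 in 4 or more libraries, upper-quartile rescaling, all 24 libraries in one fit, blocks of same-numbered libraries, a covariate of Y-linked genes, a covariate of hypothalamus genes for single genes, a 1.5-fold change and leaving out each library. A covariate of thalamus genes was added after seeing the data. With a covariate, a block or one fit of all libraries, the fold of the rule remained the plain ratio of mean FPKM. RT-PCR, behaviour and body measurements were left out, since the files hold RNA-Seq values.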

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

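The tests of Avp, Aqp1, alpha-globin and Ttr, and the comparison of other genes with Kdm5d, in this part were chosen after the results were seen. Among 156 groups of 4 libraries, over 26 measures, 16 held a library far from the other 3 (a gap to the nearest library, as a share of the range of the group, above the 95% critical value of Dixon's test), where chance gives 7.8.

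The choroid plexus markers set apart 1 library in F2 PNO (0.953) and 1 in F1 SAL (0.933). Aqp1 set apart 1 library in F2 IUO (0.924), at 11.4 FPKM with the others at 0.38 or less, and 1 in F2 PNO (0.873), at 9.91 FPKM. Ttr reached 12103 FPKM in F2 IUO, with a lowest library of 3.15. The 6 libraries with the most Ttr were also the 6 with the most Aqp1, so choroid plexus tissue in some of the dissections may account for Aqp1. For Ttr itself, 5 of the other 7 choroid plexus markers had the same 6 libraries highest, while Kcnj13 and Otx2 shared 5 of them. The Ttr pattern cannot be told apart from choroid plexus tissue in some of the dissections by this test.

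The blood genes set apart 1 library in F2 IUO (0.934), 1 in F1 PNO (0.885) and 1 in F1 SAL (0.849), and Hba-a2 set apart 1 in F1 PNO (0.893), at 278 FPKM with the others at 21.5 or less. Across the 24 libraries, Hba-a2 rose with Alas2, an erythroid gene that is not a globin (r = 0.734, permutation p = 1.4e-04, adjusted 3.5e-04 over 5 relations, rho = 0.481, permutation p = 0.0187). Without the 2 farthest libraries r was 0.581, and centred on group means it was 0.853. Blood left in the tissue is a candidate explanation of the alpha-globin differences. For the higher Hba-a2 in F2 IUO than in F2 SAL, Alas2 cannot decide. It was at 0.08 FPKM or less in every library of both groups and was not higher in F2 IUO. The mean level of the blood genes was higher in IUO than in SAL by 1.57 on the log2 scale in F1 (exact permutation p = 0.171) and by 1.13 in F2 (exact permutation p = 0.200).

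The hypothalamus markers set apart 1 library in F2 IUO (0.910) and 1 in F2 PNO (0.894). Avp rose with these markers (r = 0.528, permutation p = 0.00674, adjusted 0.0112 over 5 relations, rho = 0.633, permutation p = 0.00109), with r of 0.710 without the 2 farthest libraries and 0.555 after centring on group means. Hypothalamic tissue dissected with the NAc may therefore contribute to the spread of Avp within groups.

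The Y-linked genes set apart 1 library in F2 IUO (0.835) and 1 in F2 PNO (0.885). Between the saline groups of the generations, which the paper does not compare, 6 genes had an adjusted p under 0.05 in limma, and 253 passed the paper's rule. Named after their values were seen, they were LOC108348055 (log2 fold change 6.56, higher in F2), LOC100911456 (listed at 0 in all 4 F2 SAL libraries), Ddx3 (-4.79), AC239701.1 (-3.12), Kdm5d (-4.56) and AC241873.1 (-3.03). Of the 8 splits of these libraries that part each same-numbered pair, 3 gave as many genes past the rule, and 8 splits cannot give a share under 0.05. For genes with an adjusted p under 0.05 in limma, 2 of the 8 splits gave as many, with up to 150 genes. Kdm5d also changed in opposite directions between IUO and SAL in the generations, and 11.8% of that difference was kept with the other Y-linked genes as a covariate. The 11 libraries above the widest gap in Kdm5d were also the 11 highest for Eif2s3y, Ddx3, AC239701.1 and AC241873.1. They were 4 of the F1 SAL libraries and 0 of F2 SAL, 1 of F1 IUO and 3 of F2 IUO, and 2 of F1 PNO and 1 of F2 PNO. Unequal numbers of pups with a Y chromosome may account for Kdm5d and for the genes that were high in the same libraries. The sex of the pups is not given. LOC108348055 and LOC100911456 shared 3 and 8 of these libraries, and no explanation was tested for them.

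The sum of FPKM set apart 1 library in F2 IUO (0.838), at 709207. The share of the 10 highest genes set apart 1 library in F2 SAL (0.935), at 30.4%. The share of small RNA genes set apart 1 library in F1 PNO (0.956), at 2.99% with the next at 4.32%. The cortex markers set apart 1 library in F1 IUO (0.841). In 84 exact permutation tests of library measures between groups the lowest adjusted p was 0.514, but with 4 against 4 libraries no p is under 0.0286, so a single difference could not pass that adjustment. No biological explanation was tested for these 4.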

How the results depend on the processing

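Most counts of genes past the paper's rule stayed within 1.5-fold of their value (39 of 62 under alternatives other than leaving out a library). The log2 fold change of a single gene cannot move with another filter, all 24 libraries in one fit or same-numbered libraries as blocks (147 values). Under the other alternatives, 158 of 160 values kept their direction and 2 reversed, and with a library left out 296 of 304 kept it and 8 reversed. Only 5 of the 40 pairs of a gene and a comparison had an adjusted p under 0.05, so the other 35 had none to lose. Of the values of those 5, 19 of 39 were no longer under 0.05, and 16 of 32 with a library left out (8 of 8 for Avp and 7 of 8 for Shc3, between F1 IUO and F1 PNO). Among the other 35, 1 value came under 0.05 and 1 did with a library left out. For the count changes below, the cause was not tested.

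With no filter beyond a value above 0, the genes past the rule were 465 for F1 IUO against F1 SAL, 569 for F2 IUO against F2 SAL, 521 for F2 IUO against F2 PNO and 432 for F2 SAL against F1 SAL. With an FPKM of at least 1 in 4 or more libraries, they were 83 for F1 IUO against F1 SAL, 112 for F1 PNO against F1 SAL, 237 for F1 IUO against F1 PNO, 136 for F2 IUO against F2 SAL, 151 for F2 PNO against F2 SAL, 119 for F2 IUO against F2 PNO and 71 for F2 SAL against F1 SAL. With a 1.5-fold change they were, in the same order, 426, 784, 1225, 716, 789, 577 and 476. With the Y-linked covariate they were 118 for F1 IUO against F1 SAL, 204 for F1 PNO against F1 SAL and 91 for F2 SAL against F1 SAL. With the thalamus covariate, chosen after seeing the data, they were 117 for F1 PNO against F1 SAL and 331 for F1 IUO against F1 PNO, with 83 and 210 genes shared with those past the rule without it.

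The 23 genes with an adjusted p under 0.05 for F1 IUO against F1 PNO became 7 with a pseudocount of 1, 5 with no filter, 3 with upper-quartile rescaling, 4 with all 24 libraries in one fit, 9 with the Y-linked covariate and 0 with the thalamus covariate (2565 unadjusted). The count of 1 for F2 PNO against F2 SAL became 5 with a pseudocount of 1, 2 with no filter, 0 with an FPKM of at least 1 in 4 or more libraries (1656 unadjusted) and 6 with all 24 libraries in one fit. With all 24 libraries in one fit, the counts of 0 became 1 for F1 PNO against F1 SAL and 3 for F2 IUO against F2 PNO.

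With a replicate block of same-numbered libraries, the adjusted count for F1 IUO against F1 PNO was 2. Same-numbered libraries come from different animals, and their mean correlation after removing group means was -0.010 over the 6 comparisons within generations and -0.135 for F2 SAL against F1 SAL.

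The genes past the rule in both generations were 53 for IUO against SAL, 37 for PNO against SAL and 60 for IUO against PNO with no filter, 11, 8 and 13 with an FPKM of at least 1, and 56, 69 and 70 with a 1.5-fold change. With the Y-linked covariate the count for IUO against SAL was 10, all in the same direction, 5 of them among the 34. Requiring an adjusted p under 0.05 in both generations gave 0 for each pair, against 34, 22 and 36 under the unadjusted rule. The count of interactions for IUO against PNO became 2 with a pseudocount of 1, 1 with no filter and 1 with upper-quartile rescaling.

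Upper-quartile rescaling moved the median log2 fold change of all genes by -0.10 for F1 IUO against F1 SAL, -0.10 for F1 IUO against F1 PNO and -0.13 for F2 IUO against F2 PNO. With it, the share of lower genes among those past the rule went from 66.3% to 75.3% for F1 IUO against F1 SAL, from 54.8% to 54.7% for F1 PNO against F1 SAL, from 50.8% to 65.2% for F1 IUO against F1 PNO, from 76.9% to 81.8% for F2 IUO against F2 SAL, from 59.8% to 49.9% for F2 PNO against F2 SAL and from 67.2% to 79.1% for F2 IUO against F2 PNO.

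With each library left out in turn, the genes past the rule ranged from 227 to 389 for F1 IUO against F1 SAL, 266 to 487 for F1 PNO against F1 SAL, 370 to 602 for F1 IUO against F1 PNO, 258 to 586 for F2 IUO against F2 SAL, 301 to 513 for F2 PNO against F2 SAL, 230 to 437 for F2 IUO against F2 PNO and 233 to 330 for F2 SAL against F1 SAL. The adjusted counts ranged, in the order of the first 6, from 0 to 2, 0 to 1, 2 to 6, 0 to 2, 0 to 4 and 0 to 2. The genes in both generations ranged from 23 to 42 for IUO against SAL, 18 to 36 for PNO against SAL and 23 to 39 for IUO against PNO, and the interactions from 0 to 1, 0 to 0 and 0 to 1.

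The log2 fold change of Pmch between F2 IUO and F2 SAL fell from 2.26 to 0.011 with the Y-linked covariate. Direction reversed with the Y-linked covariate for Nptx2 between F1 IUO and F1 SAL (-0.36) and Kdm5d between F2 IUO and F2 SAL (-0.30). Kdm5d is itself part of that covariate, so its own reversal tells nothing more. Leaving out 1 library reversed direction within these ranges: Aqp1 between F2 IUO and F2 SAL (-0.31 to 1.34), Hcrtr1 between F1 IUO and F1 SAL (-0.44 to 0.17), Nptx2 between F1 IUO and F1 SAL (-0.0037 to 0.51), Pdyn between F1 IUO and F1 SAL (-0.17 to 0.36) and Pdyn between F2 IUO and F2 SAL (-0.35 to 0.072).

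The depth is unknown, so how far it limits genes with low FPKM was not measured. Genes with a mean under 1 FPKM in both groups made up 39.2% to 55.7% of those past the rule in the comparisons within generations.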

Differences from the paper's values

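The number of genes past the paper's rule was 279 for F1 IUO against F1 SAL, and the paper's list holds 102. The paper's lists were taken from its generational comparison tables. It was 325 against the paper's 161 for F1 PNO and SAL, 510 against the paper's 302 for F1 IUO and PNO, 373 against the paper's 191 for F2 IUO and SAL, and 308 against the paper's 143 for F2 IUO and PNO. Of the alternatives set before the data were examined, an FPKM of at least 1 in 4 or more libraries brought each of these within 1.5-fold of the paper's, at 83, 112, 237, 136 and 119 in that order of comparisons. That filter took other values away from the paper's, to 151 against the paper's 256 for F2 PNO and SAL, 11 against the paper's 23 for genes in both generations between IUO and SAL, and 8 against the paper's 15 between PNO and SAL. It called 38 of the paper's 102 genes for F1 IUO and SAL, where 59 were called without it. The Y-linked covariate brought the count within 1.5-fold for F1 IUO and SAL (118) and F1 PNO and SAL (204), and all 24 libraries in one fit did so for F1 PNO and SAL (218). With the Y-linked covariate, 17 of the paper's 102 genes and 80 of its 161 were called, against 59 and 111 without it. Without F1 PNO replicate 1 or 2 the count for F1 IUO and PNO was 438 or 370. Without F2 SAL replicate 1 or 3 the count for F2 IUO and SAL was 271 or 258. The other alternatives set before the data were examined did not close these gaps. The thalamus covariate, chosen after seeing the values, gave 117 for F1 PNO and SAL and 331 for F1 IUO and PNO, also within 1.5-fold. With it, 34 of the paper's 161 genes and 131 of its 302 were called, against 111 and 257 without it.

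Between IUO and PNO, 36 genes passed in both generations, and the paper reports 10. An FPKM of at least 1 in 4 or more libraries gave 13, and none of the other alternatives set before the data were examined closed the gap.

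The log2 fold change of Pmch was 3.54 between F1 IUO and F1 SAL against the paper's 5.33, and 2.26 between F2 IUO and F2 SAL against the paper's 4.37. That of Kdm5d was -2.94 in F1 against the paper's -1.79, and 2.87 in F2 against the paper's 4.05. The log2 ratio of mean FPKM, without a pseudocount, was 5.33, 4.38, -1.79 and 4.05 for these, equal to the paper's within rounding. With a pseudocount of 1, Kdm5d in F1 was -1.74. With the Y-linked covariate, Pmch in F2 was 0.011, farther from the paper's. Leaving out a library brought Pmch within 1 standard error of the paper's value (1.34 in F1 and 1.63 in F2, limma). This held without F1 IUO replicate 1 (5.09) and without F2 IUO replicate 1 or 4 (2.88 or 3.72). Kdm5d also came within 1 standard error (0.864 in F1 and 1.15 in F2). It did so without F1 IUO replicate 3 or 4 (-2.53 or -2.31), F2 IUO replicate 1 (4.17) and F2 SAL replicate 1 or 3 (2.92 or 3.30). Without F2 SAL replicate 1, Kdm5d stayed near the 2.87 of the full fit, so most of that gap remained. The other alternatives set before the data were examined did not bring these values that close.

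The paper lists Pmch, Hcrt and Aqp1 between F2 IUO and F2 SAL and Avp between F2 PNO and F2 SAL, and none of the 4 passed here. Pmch passed without F2 IUO replicate 4. Hcrt passed with a pseudocount of 1, with same-numbered libraries as blocks and without F2 IUO replicate 4. Aqp1 passed with the Y-linked covariate. Avp passed without F2 PNO replicate 1 and without F2 SAL replicate 2. Among genes of the paper's lists that did not pass here, at most 27 did so under any 1 alternative (Y-linked covariate, F2 PNO against F2 SAL). The next numbers were 22 and 14 with that covariate, for F2 IUO against F2 SAL and F2 IUO against F2 PNO, and 14 with the thalamus covariate, chosen after seeing the values, and without F2 PNO replicate 4, for F2 PNO against F2 SAL.

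The paper describes Avp as downregulated in F2 IUO in its RNA-Seq, and the paper's list for F2 IUO and SAL does not hold Avp. Here the log2 fold change was -1.16 and the gene did not pass. Fig. 3B shows Avp lower in F1 IUO than in saline by RT-PCR, while the RNA-Seq log2 fold change was 2.00. The paper describes the genes in common as consistently differentially regulated and states no shared direction, so opposite directions are not a difference from it. For IUO against SAL, 8 of the 34 genes here changed in opposite directions, and 10 of 23 in the paper's own values. Fig. 3C shows Hcrtr1 higher in F1 IUO and Pdyn higher in F2 IUO than in saline by RT-PCR, while the RNA-Seq log2 fold changes were -0.092 and -0.14. It shows Nptx2 higher in F1 IUO than in F1 PNO, while the RNA-Seq log2 fold change was -0.49. Fig. 3B shows Pmch at similar RT-PCR levels in F2 IUO and F2 SAL and higher in F2 PNO than in F2 IUO, while the RNA-Seq means were 9.97 FPKM in F2 IUO, 0.480 FPKM in F2 SAL and 5.11 FPKM in F2 PNO. It shows Aqp1 lower in F2 IUO than in F2 SAL, while the RNA-Seq log2 fold change was 0.87. The paper describes similar trends of Avp in both generations by RT-PCR, while the RNA-Seq log2 fold change between IUO and SAL was 2.00 in F1 and -1.16 in F2.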

Other observations

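The tests of Tcf7l2 and of the share of the 10 highest genes in this part were chosen after the results were seen. Other splits of the same libraries were compared with the real one for each count. Of the 8 splits of the libraries that part each same-numbered pair, 5 gave as many genes past the paper's rule for F1 IUO against F1 SAL, 2 for F1 PNO against F1 SAL, 1 for F1 IUO against F1 PNO, 1 for F2 IUO against F2 SAL, 1 for F2 PNO against F2 SAL and 5 for F2 IUO against F2 PNO. The real split is always 1 of them, and 8 splits cannot give a share under 0.125. Over all 35 splits, which also include those that keep some same-numbered pairs together, the numbers were 10, 5, 1, 5, 5 and 12. For genes with an adjusted p under 0.05, 1 of the 8 splits gave as many for F1 IUO against F1 PNO and 5 for F2 PNO against F2 SAL. For the other 4 comparisons the count was 0 (679, 2438, 1452 and 1208 unadjusted), so all 8 splits gave as many by construction.

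For genes past the rule in both generations, 5 of 64 pairs of splits gave as many for IUO against SAL, 6 for PNO against SAL and 3 for IUO against PNO. Only the last share is under 0.05. The Fisher tests at these counts do not allow for libraries that differ in tissue content in both generations. For differences between generations, 100 of 100 drawn splits gave as many for each pair of groups, since the count was 0 (949, 756 and 1060 unadjusted).

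Hcrt and Pmch are hypothalamic neuropeptides, and hypothalamic tissue dissected with the NAc was tested as an explanation of their higher level in F1 IUO. With the hypothalamus markers as a covariate, 92.5% of the log2 fold change was kept for Hcrt and 91.1% for Pmch. Across the 24 libraries, r with these markers was 0.049 for Hcrt (permutation p = 0.826, rho = -0.133, permutation p = 0.534) and 0.246 for Pmch (permutation p = 0.249, rho = 0.242, permutation p = 0.252). The mean log2 level of the markers was low in both groups, at -2.33 ± 0.250 (SD, n = 4) in F1 IUO and -2.41 ± 0.293 (SD, n = 4) in F1 SAL (exact permutation p = 0.657), so the covariate could change little. Pmch and Hcrt were both lowest in F1 IUO replicate 1 and both highest in replicates 2 and 4, which the test does not use. The higher levels of Hcrt and Pmch cannot be told apart from hypothalamic tissue with little of these markers.

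Thalamic tissue dissected with the NAc may account for the higher Tcf7l2 in F1 PNO. Tcf7l2 rose with the other 5 thalamus markers (r = 0.972, permutation p = 1e-05, the smallest these permutations can give, rho = 0.962, permutation p = 1e-05). Without the 2 farthest libraries r was 0.968, and centred on group means it was 0.969. For the forebrain terms, 10.9% of the mean log2 fold change of Gbx2, Lef1 and Ptger3 was kept with the other thalamus markers as a covariate. Gbx2 and Lef1 are themselves thalamus markers, and only the genes higher in F1 PNO were averaged. The covariate also varies with the group, so an effect of exposure on these genes cannot be told apart from thalamic tissue.

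Of the genes past the rule and lower in F2 IUO than in F2 SAL, 59.9% were listed at 0 in at least 1 F2 IUO library and in no F2 SAL library. Of the higher genes, 31.4% were listed at 0 in at least 1 F2 SAL library and in no F2 IUO library. The zeros are part of the lower values themselves, so this share cannot show that genes at 0 account for the excess of lower genes. Between F1 IUO and F1 PNO the shares were 58.3% and 20.7% with 259 lower and 251 higher genes, and between F2 PNO and F2 SAL they were 27.8% and 41.3% with 223 lower and 150 higher. For F1 IUO against F1 SAL they were 75.7% and 30.9% with 185 lower and 94 higher. For F2 IUO against F2 PNO they were 68.6% and 22.8% with 207 lower and 101 higher. For F1 PNO against F1 SAL they were 43.3% and 42.9% with 178 lower and 147 higher. The number at 0 was 6546 ± 827 (SD, n = 4) in F2 IUO and 5614 ± 284 (SD, n = 4) in F2 SAL (exact permutation p = 0.0857, adjusted 0.514 over 84 tests). In F1 it was 6074 ± 1158 (SD, n = 4) in IUO and 5187 ± 353 (SD, n = 4) in SAL (exact permutation p = 0.257). A larger share of the FPKM in the 10 highest genes was tested as an explanation and not seen, with an exact permutation p of 0.486 in F1 and 0.429 in F2. Depth is unknown and could not be tested.

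For genes that the paper measured by RT-PCR, the RNA-Seq log2 fold changes between IUO and SAL were 0.25 in F1 and 0.22 in F2 for Nptx2, 0.17 in F1 for Pdyn and 0.34 in F2 for Hcrtr1. None of these passed the paper's rule. Pdyn was higher in F1 IUO than in F1 PNO, with a log2 fold change of 0.93 (0.80 to 1.05 with each library left out) and all 4 IUO libraries above all PNO libraries, and did not reach the 2-fold ratio of the rule. The mean log2 level of the striatum markers was 6.34 in F1 IUO and 5.85 in F1 PNO (exact permutation p = 0.0571). That of the thalamus markers was 2.38 and 4.14 (exact permutation p = 0.0857). Pdyn was not tested against these markers, so a difference in the tissue dissected remains open. Hcrtr1 passed between F2 IUO and F2 PNO, with a log2 fold change of 1.07 and all 4 IUO libraries above all PNO libraries. Hcrtr2 was at 0.420 ± 0.173 FPKM (SD, n = 4) in F1 IUO and 0.827 ± 0.274 FPKM (SD, n = 4) in F1 SAL.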
